A study of Mus musculus with 10 samples. Its data were reported in "Variation in the Large-Scale Organization of Gene Expression Levels in the Hippocampus Relates to Stable Epigenetic Variability in Behavior" (2008).

How the data were processed

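Gene expression was measured in whole hippocampus of inbred female Balb c/J mice that had been sorted by their activity in an open field, an arena in which exploratory behaviour is scored. The labels placed 5 mice in a High Exploration group and 5 in a Low Exploration group, and each mouse had its own array. The design text of the series describes another experiment, on the CA1 region of mice handled after birth, so the groups and tissue here follow the labels. The number of arrays, 5 per group, limits the precision of every comparison.

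Total RNA was purified on Qiagen RNA/DNA columns, labelled with biotin and hybridised to Affymetrix mouse arrays with 1 colour. The labels describe the standard Affymetrix protocol, while the methods of the study describe a double round of amplification, so the amplification of these samples is not settled here. The values analysed are the MAS 5.0 signals that the authors deposited, 1 per probe set and array, on a linear scale. MAS 5.0 corrects for background and mismatch probes and multiplies each array by a constant. In the deposited table the mean of each array, after trimming 2% of the probe sets at both ends, was 500, and no signal was 0 or missing. The authors left the shape of the distribution unnormalised, so differences in spread between arrays were kept. A constant scaling has a side effect on such values. If abundant transcripts that are not trimmed read higher, other probe sets read lower.

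The table held 45101 probe sets. The 64 control probe sets were left out of the expression analyses, which leaves 45037, and were analysed on their own. The platform annotation gave 1 gene symbol for 34958 probe sets, several for 932 and none for 9211. No symbol changed when 34754 of the probe sets were matched through Entrez identifiers to the RefSeq table of mouse genes. Only probe sets with 1 symbol were given a gene name. Where a gene had several, the probe set with the highest mean signal stood for it in the gene lists and the fixed genes, and probe sets of the same gene often disagreed.

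For each array the variance of the natural log of signal was calculated over the 45037 probe sets. The distribution of log signal, centred on its mean, was counted in 50 equal bins and fitted by least squares with a sum of 3 Gaussian curves from the same starting values on every array. The distances between the peaks of the low, middle and high curves were taken in natural log units, so that the exponential of a difference is a fold. The mean was subtracted here, whereas the methods of the study divide log signal by its mean, and since mean log signal differed between the groups (5.13 and 5.42) the distances need not match. Fits with 1, 2 and 4 curves were made in the same way. The exponent r of the upper tail came from the slope of log density on log signal above the median, over bins with at least 10 probe sets. Probe sets were also divided into 3 equal classes, and into 10 deciles, by mean log signal over all 10 arrays.

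Measures with 1 value per array were compared by an exact 2-sided permutation test over all 252 assignments of the 10 arrays to groups of 5, for which the smallest possible p is 0.00794. Probe sets were compared with limma (lmFit and eBayes) on log2 signal as deposited, among the 22518 probe sets with a mean above the median of all means, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 23 gene lists were compared with limma's camera over 11500 genes at a preset correlation of 0.01, with camera's estimated correlation and limma's fry beside it. A list needed at least 5 measured members, and 22 lists had them. The red blood cell list, with 2, was tested only without the filter, where its 5 members had a median of −1.21 (camera adjusted p = 0.100).

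The genes named in the text followed a rule. It took the 10 largest rises and the 10 largest falls among probe sets that passed limma's threshold and whose groups did not overlap. Free places were filled by the smallest unadjusted p. It added the 3 members with the smallest p of each list that passed, 2 of every other list, and a fixed set of genes (Nr3c1, Nr3c2, Bdnf, Fkbp5, Crhr1, Htr1a, Dnmt1, Dnmt3a, Gfap and Ttr). Tests, lists, the naming rule and most alternatives were fixed before the data were examined.

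Alternatives covered the bins, the fitting method, the set of probe sets, a floor or a pseudocount of 23.0 (the 10th percentile of all signals), normalisation by quantiles, by medians and by cyclic loess, the filter, array weights, and leaving out each array in turn. A model with the level of the hybridisation or poly-A controls as a covariate, a scaling to equal hybridisation controls, and random lists matched on mean signal were added later.

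The procedures were tested on simulated data. For the High Exploration and Low Exploration comparison over 22518 probe sets, limma recovered 2 of 50 simulated changes of 1 on the log2 scale, 22 of 50 of size 2, 37 of 50 of size 3 and 47 of 50 of size 4, with 6 false calls. With 1000000 values per array a simulated difference of 0.3 between the groups in the high-low peak distance was recovered as 0.324. With 45037 independent values per array, 20 simulated sets gave 0.168 ± 0.199 (SD, n = 20) for the same difference, and 4 of these 20 sets passed the exact permutation test. The high-middle distance was recovered as 0.151 ± 0.234 (SD, n = 20), with 3 of 20 sets passing. Peak distances from 45037 values are therefore imprecise. A simulated tail exponent of 1.8 was recovered as 1.82.

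Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and R 4.3.3 with limma 3.58.1, were used.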

Results

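To ask whether stable differences in exploration among genetically identical mice go along with the organisation of gene expression levels, hippocampal expression was compared between 5 High Exploration and 5 Low Exploration mice. Each array gave 45037 signals besides the control probe sets. Pearson correlations of log signal between pairs of arrays ranged from 0.701 to 0.837, with a median of 0.801 within High Exploration, 0.767 within Low Exploration and 0.750 between the groups. These correlations are across probe sets, which are not independent replicates.

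The most abundant hippocampal transcripts were higher in High Exploration mice, and the lower expression levels were lower as deposited but level with Low Exploration mice, at ratios of 1.00 to 1.02 in the 4 lowest deciles, once the hybridisation controls were set equal, a scaling chosen after the data were seen. In the highest of 10 deciles of mean signal, expression was 1.26-fold higher in High Exploration mice, at a mean log signal of 8.25 ± 0.0284 against 8.02 ± 0.0891 (SD, n = 5 each, exact permutation p = 0.00794). The other 9 deciles were all lower as deposited, each with the smallest possible p of 0.00794 in the exact permutation test. In the lowest decile the ratio of High to Low Exploration was 0.655, and in the decile below the highest it was 0.911. At equal hybridisation controls decile 9 turned to 1.41-fold higher (exact permutation p = 0.0238). Decile 8 turned from 0.766 to 1.18 (exact permutation p = 0.119). The share of summed signal in the top 1% of probe sets was 44.6% ± 2.61 in High and 43.6% ± 1.69 in Low Exploration (SD, n = 5 each, exact permutation p = 0.532). Genes of oxidative phosphorylation and of the ribosome sat among the abundant transcripts, with mean log2 signals of 12.8 and 12.4. The mean log signal of the top class of 3 exceeded that of the bottom class by 3.17 ± 0.111 in High Exploration and by 2.82 ± 0.124 in Low Exploration (SD, n = 5 each, exact permutation p = 0.00794). This difference of 0.355 corresponds to a relative change of 1.43-fold between the top and bottom classes of probe sets. With the hybridisation control level as a covariate the difference was 0.183 (permutation p = 0.0449). Mean signals in deciles 1 to 3 were only 22.8 to 73.0, and whether these probe sets detected a transcript was not tested.

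**Figure D1:**
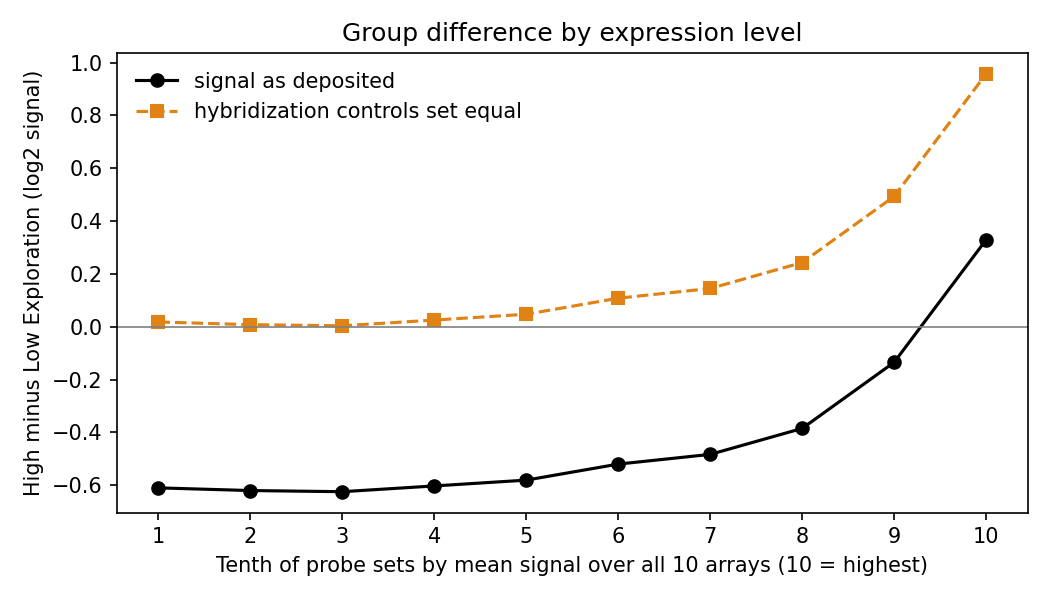
Difference between High and Low Exploration in mean log2 signal (vertical axis) for each decile of probe sets by mean signal (horizontal axis, 10 is the highest). Black points show the signals as deposited, which were higher in High Exploration mice in decile 10 alone, by 1.26-fold; orange squares show the same signals after the hybridisation controls of every array were set equal, which raised decile 10 to 1.94-fold and left deciles 1 to 4 at ratios between 1.00 and 1.02.

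The variance of log-transformed expression was accordingly greater in the more active mice. It was 2.83 ± 0.190 in High Exploration and 2.29 ± 0.105 in Low Exploration (SD, n = 5 each), a ratio of 1.23. Every High Exploration array (2.56 to 3.04) lay above every Low Exploration array (2.14 to 2.40), which gives the smallest p that the exact permutation test allows, 0.00794. Among the probe sets above the median the variance differed by 0.481 in the same direction (exact permutation p = 0.00794). The difference ended when the level of the spiked-in poly-A controls, described below, entered the model. It was then 0.0398 ± 0.0902 (SE, permutation p = 0.648), in a model chosen after the data were seen. The poly-A levels of the groups do not overlap, so this adjusted value rests on extrapolation. The control levels were read after the scaling of each array, which lowers them where untrimmed abundant transcripts read higher. The model may thus remove part of the variance difference whatever its cause, and it cannot decide the cause.

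**Figure D2:**
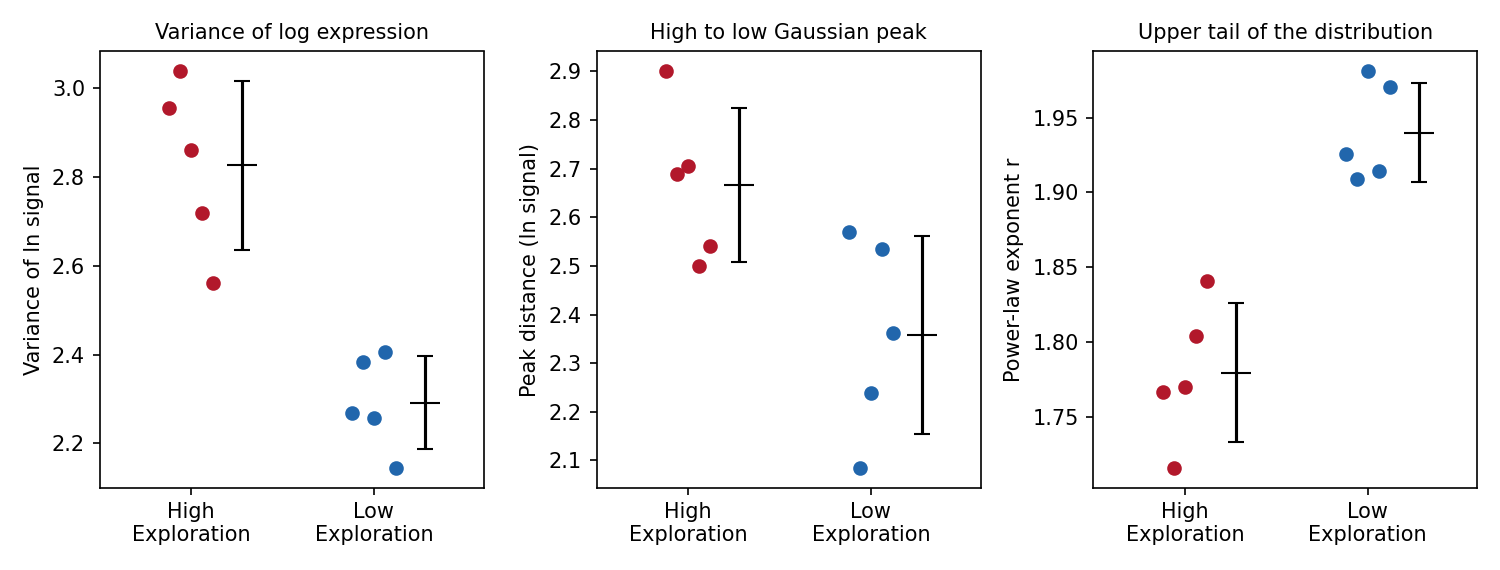
Variance of natural log signal, distance between the high and low Gaussian peaks in natural log units, and tail exponent r, per array. Each point is 1 mouse and each bar is the group mean with its SD; the groups do not overlap in variance (2.56 and above against 2.40 and below) or in r (1.84 and below against 1.91 and above), and they do overlap in peak distance.

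The distribution of expression levels was described by low, middle and high Gaussian curves, called families here, to which no gene was assigned. With 1 curve, 4.57% ± 0.765 of the variation of the histogram was left unfitted (SD, n = 10 arrays). With 2 curves this fell to 0.623% ± 0.259, with 3 to 0.117% ± 0.0311 and with 4 to 0.0711% ± 0.0220, and each added curve lowered it on 10 of 10 arrays. This count cannot decide the number of families, because a fit with more curves contains the fit with fewer. The peak of the high family lay 2.67 ± 0.158 above that of the low family in High Exploration mice and 2.36 ± 0.203 in Low Exploration mice (natural log units, SD, n = 5 each, exact permutation p = 0.0397). The fitted high peak was thus 1.36-fold farther from the low peak in the more active mice. Measured from the array mean, the high peak itself was at 0.698 ± 0.111 against 0.529 ± 0.162 (SD, n = 5 each, exact permutation p = 0.127). The low peak was at −1.97 ± 0.0723 against −1.83 ± 0.109 (SD, n = 5 each, exact permutation p = 0.0714). A rise of a set of abundant genes cannot be read from these fits alone. The high and middle families were 0.538 ± 0.148 apart in High Exploration and 0.210 ± 0.171 in Low Exploration (SD, n = 5 each, exact permutation p = 0.00794), which is a 1.39-fold change. In Low Exploration replicates 2 and 3 these peaks nearly coincided, at distances of 0.0317 and 0.0270. The distance from middle to low did not differ by more than the spread, at 2.13 ± 0.0516 against 2.15 ± 0.0681 (SD, n = 5 each, exact permutation p = 0.635). The high family was also wider in High Exploration mice, with an SD of the fitted curve of 1.78 ± 0.0795 against 1.54 ± 0.0871 (SD, n = 5 each, exact permutation p = 0.00794). The test of the high-low distance lost its significance when any of 6 arrays was left out (p = 0.0635 to 0.0714, exact permutation).

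The upper part of the distribution followed a power law-like decline. Its exponent r was 1.78 ± 0.0465 in High Exploration and 1.94 ± 0.0332 in Low Exploration (SD, n = 5 each, exact permutation p = 0.00794). All 5 High Exploration arrays (1.72 to 1.84) were below all 5 Low Exploration arrays (1.91 to 1.98), so abundant transcripts thinned out more slowly in the active mice.

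Control transcripts added in known amounts were read on the same arrays. The bacterial transcripts of the hybridisation cocktail, added just before hybridisation, had a mean log2 signal of 13.4 ± 0.313 in High Exploration and 14.1 ± 0.298 in Low Exploration (SD, n = 5 each, exact permutation p = 0.0159). The poly-A controls, added to the sample RNA before amplification, had 12.4 ± 0.481 and 14.0 ± 0.450 (SD, n = 5 each, exact permutation p = 0.00794). Measured against the hybridisation controls of the same array, the poly-A controls were at −1.06 ± 0.242 in High Exploration and −0.0512 ± 0.410 in Low Exploration (SD, n = 5 each, exact permutation p = 0.00794). The slope across the hybridisation controls, which would show a difference in the response of the scanner, was 1.02 ± 0.0399 and 0.982 ± 0.0294 (SD, n = 5 each, exact permutation p = 0.159). Over all bacterial and phage controls the slopes differed by 0.0771 (exact permutation p = 0.0238).

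The variance of an array followed these controls within the groups too. Part of this relation may come from the scaling, which lowers the controls where abundant transcripts read higher. The ratio of poly-A to hybridisation controls is free of the scaling. Within the groups its r with the variance was −0.522 (n = 10, exact permutation p = 0.0879). After the group means were removed, Pearson's r between the poly-A level and the variance was −0.919 over 10 arrays (exact permutation p = 0.000694, adjusted p = 0.00347 over 5 relations). Spearman's rho was −0.867 (exact permutation p = 0.00333), and r was −0.890 without the 2 arrays farthest from the median (n = 8, exact permutation p = 0.0139). For the hybridisation controls r was −0.825 (n = 10, exact permutation p = 0.00618, adjusted p = 0.0155) and rho −0.782 (p = 0.0185 in the exact permutation test). Without the 2 farthest arrays this r was −0.620 (n = 8, exact permutation p = 0.172), which did not pass, so that relation may rest on those arrays.

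**Figure D3:**
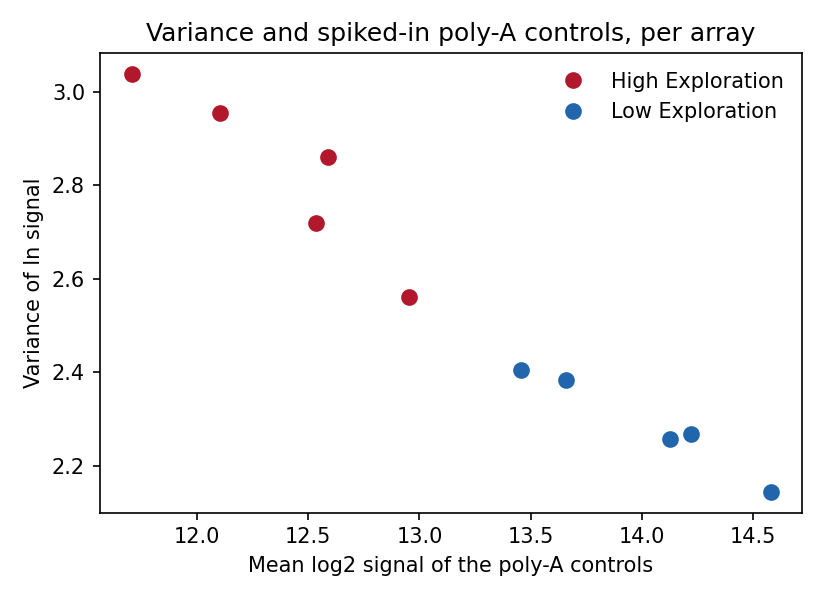
Variance of natural log signal (vertical axis) against the mean log2 signal of the spiked-in poly-A controls (horizontal axis), 1 point per array. The variance declines with the control level within each group, and all 5 High Exploration arrays, of which the lowest is at 11.7, lie at lower control levels than the 5 Low Exploration arrays (13.5 to 14.6).

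The ratio of 3' to 5' probe sets, which depends on RNA integrity and on amplification, also differed for Gapdh. It was 4.72 ± 0.481 on the log2 scale in High Exploration and 3.72 ± 0.228 in Low Exploration (SD, n = 5 each, exact permutation p = 0.0159). For beta-actin the ratio was 0.333 higher in High Exploration mice, with SDs of 0.582 and 0.751 (n = 5 each, exact permutation p = 0.484). The mean of both genes was 0.667 higher in High Exploration mice (exact permutation p = 0.0317), and did not pass without any 1 of 6 arrays (p = 0.0556 to 0.0714, exact permutation).

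Among single genes, 3 of 22518 probe sets passed limma's threshold, and all 3 were lower in High Exploration mice. Clta, the light chain a of the clathrin coat of endocytic vesicles, fell by 3.08 on the log2 scale on the probe set that passed (SE 0.35, limma adjusted p = 0.00738), from 12.10 ± 0.42 to 9.02 ± 0.43 (SD, n = 5 each). The Clta probe set with the highest signal did not follow, at 14.75 in High and 14.52 in Low Exploration (limma adjusted p = 0.705), and the remaining one gave −0.98 (limma adjusted p = 0.185). The other 2 probe sets that passed have no single gene name here. At an unadjusted p under 0.05 there were 6799 probe sets, 2177 higher and 4622 lower in High Exploration, and 3544 had an adjusted p under 0.1. Groups did not overlap for 1988 probe sets, or 8.83%, where chance gives 0.794%. The median log2 difference of the tested probe sets was −0.31 as deposited, 0.23 after median centring and 0.32 at equal hybridisation controls. Crhr1, one of the fixed genes, turned from −0.60 as deposited to 0.024 at equal controls. A difference of about that size or smaller therefore has no settled direction. Centring on the median raised the count to 830 higher and 76 lower, and quantile normalisation gave 1 higher and 2 lower. Leaving out Low Exploration replicate 3 or 5 left 0 probe sets, replicate 4 left 1 and replicate 1 left 14, while without High Exploration replicate 3 there were 16 and without replicate 5 there were 1217.

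As deposited, no probe set of a named gene passed with higher expression in High Exploration mice. The 10 with the smallest p and non-overlapping groups had limma adjusted p-values between 0.0513 and 0.0581. Tbc1d15, a regulator of Rab GTPases, differed by 3.11 (log2, SE 0.45), and passed with quantile normalisation, median centring and no filter (limma adjusted p = 0.0310, 0.0389 and 0.0434), and Nol4l by 2.70 (SE 0.57). Atm, a kinase of the DNA damage response, differed by 2.25 (SE 0.46) and Kpna4, a nuclear import receptor, by 2.09 (SE 0.38), although the other Kpna4 probe set gave −0.60. Rnf128, Fam114a1, Thoc7, Ecpas, Bmi1 and Arhgap42 had log2 differences of 1.94, 1.91, 1.86, 1.84, 1.78 and 1.64. Bmi1 encodes a Polycomb protein, and its other probe set gave 1.88, while both other probe sets of Ecpas were lower, at −0.79 and −0.49. In the opposite direction 9 genes besides Clta were named without passing (limma adjusted p between 0.0545 and 0.0566). Ubxn1 differed by −4.15 (log2, SE 0.71), Copz1 by −2.87, Pheta1 by −2.74, Git1 by −2.57, Spem1 by −2.49, Prl7a1 by −2.38, Rsf1 by −2.20, Mtm1 by −2.18 and Ralgapb by −1.73. Copz1 is a coat protein subunit of Golgi vesicles, Git1 a scaffold of synapses and Mtm1 a phosphoinositide phosphatase. Other probe sets of Copz1 and Ralgapb gave 0.76 and 0.63. Those of Rsf1 gave 0.96, −0.39 and −0.43, and all 3 of Mtm1 were lower.

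Genes of oxidative phosphorylation, the mitochondrial pathway of ATP synthesis, were higher as a list in High Exploration mice. Their median log2 difference was 0.78 against −0.14 for the other genes, with 63 of 71 members higher (camera adjusted p = 1.5e-07). Without single arrays the distance from other genes ranged from 0.66 to 1.19. It was lowest without High Exploration replicate 3, where the list median was 0.51. With an estimated correlation the call was lost (p = 0.194, adjusted p = 0.711), and quantile normalisation lowered the distance from other genes from 0.91 to 0.44 (camera adjusted p = 0.0890). None of the members passed on its own, neither over all probe sets nor adjusted over the list alone, where the count was 0 of 71. Atp5g3 and Atp5j, both parts of ATP synthase, differed by 1.82 (log2, SE 0.46, limma adjusted p = 0.0642) and 2.14 (SE 0.66, limma adjusted p = 0.0762). Ndufa4, a subunit of the respiratory chain, differed by 2.40 (SE 0.76, limma adjusted p = 0.0795). Low Exploration replicate 1 stood apart for Atp5j and Ndufa4, at 14.06 and 15.55 against at most 11.95 and 12.16 on the other Low Exploration arrays, and on the mean of the list 2 of 5 High Exploration arrays lay above every Low Exploration array. Between the groups, the rise of the list went along with lower control levels and a higher Gapdh 3' to 5' ratio. A relation within the groups was not tested for the list. With the hybridisation control level as a covariate its median lay −0.0615 from that of other genes (camera adjusted p = 0.997).

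Ribosomal protein genes had a median of 0.36, with 33 of 46 members higher, and did not pass (camera adjusted p = 0.0680). With an estimated correlation, of 0.464, their camera adjusted p was 0.734. They passed after median centring, with probe sets averaged and without a filter (camera adjusted p = 0.0461, 0.00814 and 0.00373), and without High Exploration replicate 1, 4 or 5 or Low Exploration replicate 1 (camera adjusted p = 0.0137, 0.00417, 0.0226 and 0.000553). Leaving out any other array gave no pass, and without High Exploration replicate 3 their median was 0.18 (camera adjusted p = 0.544). After quantile normalisation it lay 0.18 from that of other genes, against 0.49 as deposited (camera adjusted p = 0.901 after quantile normalisation). With the hybridisation control level as a covariate their median lay −0.11 from that of other genes. Rps27l was at 12.70 ± 1.42 in High and 10.43 ± 1.63 in Low Exploration, and Rpsa at 13.94 ± 0.73 and 15.09 ± 0.45 (log2 signal, SD, n = 5 each).

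**Figure D4:**
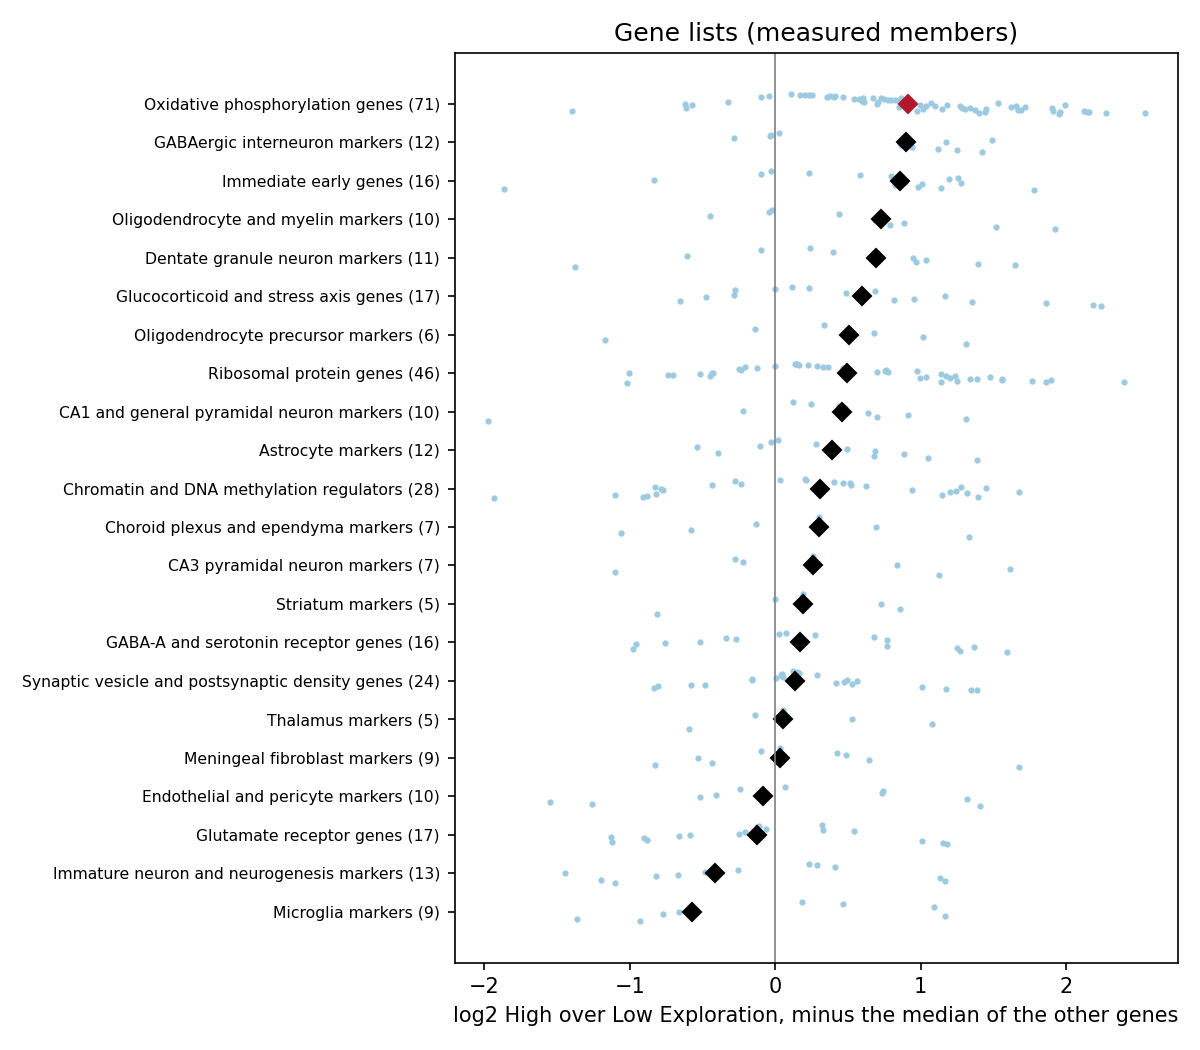
Gene lists ordered by the median log2 ratio of High over Low Exploration, relative to the median of the other genes (horizontal axis), with the number of measured members in brackets. Pale points are single genes, black diamonds list medians and the red diamond the 1 list that passed camera's threshold, oxidative phosphorylation; 18 of 22 medians lie above 0.

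Stress and activity genes did not pass as lists with the filter, and both lists passed without it (camera adjusted p = 0.0466 each) at the preset correlation. With an estimated correlation, tried with the filter, the adjusted p was 0.450 for each. Of the glucocorticoid and stress axis genes, 11 of 17 were higher, with a median of 0.46 (camera adjusted p = 0.120). Without single arrays this median ranged from 0.29 (without High Exploration replicate 1) to 0.51 (without Low Exploration replicate 2). With probe sets averaged the median was −0.0037 (camera adjusted p = 0.468). With the hybridisation control level as a covariate it lay 0.12 from that of other genes, against 0.59 as deposited. Sgk1, a kinase induced by glucocorticoids, differed by 2.11 (log2, SE 0.61, limma adjusted p = 0.0704) and Mt2, a metallothionein, by 2.06 (SE 0.66, limma adjusted p = 0.0817). The glucocorticoid receptor gene Nr3c1 had a difference of 1.03 (SE 0.74, limma adjusted p = 0.348) on its brightest probe set and −1.21 and −0.18 on its others. The mineralocorticoid receptor gene Nr3c2 differed by 0.36, Crhr1, a receptor of corticotropin-releasing hormone, by −0.60 and Fkbp5, a co-chaperone of the glucocorticoid receptor, by −0.40 (limma adjusted p = 0.478, 0.329 and 0.646), and Fkbp5 turned to 0.10 after quantile normalisation and 0.13 after median centring. Single arrays moved these values: without High Exploration replicate 2 Crhr1 was at −0.23 and Fkbp5 at −0.051, without replicate 1 Fkbp5 was at −0.041 and Nr3c2 at 0.22, and Nr3c1 was at 1.65 without High Exploration replicate 3 and at 0.66 without Low Exploration replicate 1. Of the immediate early genes, which respond to neuronal activity, 12 of 16 were higher, with a median of 0.73 (camera adjusted p = 0.0983). Their median lay 0.86 from that of other genes as deposited. It lay 0.64 from it with the hybridisation control level as a covariate (camera adjusted p = 0.312). Bdnf, a neurotrophin, differed by 1.64 (SE 0.53, limma adjusted p = 0.0831) and Fosl2 by −1.99 (SE 0.77, limma adjusted p = 0.115).

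Markers of cell types were compared because a whole hippocampus holds many of them, and none of the 14 lists of cell types and neighbouring regions passed with the filter. Without it, myelin markers and GABAergic interneuron markers did (camera adjusted p = 0.00991 and 0.0346), at the preset correlation. With an estimated correlation, tried with the filter, the adjusted p was 0.450 and 0.697. GABAergic interneuron markers had 8 of 12 members higher, with a median of 0.77 (camera adjusted p = 0.0747). With the hybridisation control level as a covariate this median lay −0.11 from that of other genes, against 0.90 as deposited. With probe sets averaged the median was 0.32 (camera adjusted p = 0.294). Vip passed when adjusted over the list alone, a count of 1, with a difference of 1.29 (log2, SE 0.35), and Reln had 1.12 (SE 0.48). Myelin markers of oligodendrocytes had 7 of 10 members higher, with a median of 0.59 (camera adjusted p = 0.0913). Cldn11, a claudin of myelin, differed by 1.79 (SE 0.39) and Ugt8a, an enzyme of myelin lipids, by 1.39 (SE 0.46), and both passed when adjusted over the list alone. Markers of oligodendrocyte precursors had 4 of 6 members higher (camera adjusted p = 0.587), with Olig1 at 1.18 and Cspg4 at −1.30. Astrocyte markers had 7 of 12 members higher (camera adjusted p = 0.290). Gja1, a gap junction protein of astrocytes, differed by 1.25 (SE 0.36) and was the 1 member that passed when adjusted over the list alone, and Gjb6 had 0.92. Gfap, the intermediate filament of astrocytes, differed by 0.36 (SE 0.34, limma adjusted p = 0.475) and was at −0.042 after quantile normalisation, and its other probe set gave −1.01 (limma adjusted p = 0.103). Without single arrays the 0.36 of Gfap ranged from 0.21 to 0.50.

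Hippocampal neuron markers went both ways. Among general pyramidal markers 7 of 10 were higher (camera adjusted p = 0.587), and adjusted over the list alone 2 passed, Slc17a7, a vesicular glutamate transporter, at −2.11 (log2, SE 0.55) and Neurod6 at 1.18 (SE 0.35). The Slc17a7 probe set was dim, with a signal of 127 in High and 548 in Low Exploration. In High Exploration mice this lay below the median signal of the arrays, 171 on average. Its difference was −1.48 at equal hybridisation controls, so its size is uncertain. Among CA3 markers 4 of 7 were higher (camera adjusted p = 0.665), with Socs2 at 0.99 and Trps1 at −1.23, the 2 that passed when adjusted over the list alone, although all 4 other probe sets of Socs2 were lower and 2 of the 3 others of Trps1 were higher. Among dentate granule markers 8 of 11 were higher (camera adjusted p = 0.216). There 3 passed when adjusted over the list alone, among them Tdo2 at −1.51 (SE 0.42) and Calb1, the calcium buffer calbindin, at 1.51 (SE 0.42). The other Calb1 probe sets gave 1.37, −1.04 and −0.022. Immature neuron and neurogenesis markers had a median of −0.55, with 8 of 13 lower (camera adjusted p = 0.587). After median centring this median was −0.0095, while its distance from that of other genes stayed at −0.42. A fall of these markers as such is therefore not settled. Sox11, a transcription factor of newborn neurons, was at 9.31 ± 0.60 in High and 10.55 ± 0.48 in Low Exploration (log2 signal, SD, n = 5 each), and Neurod1 differed by 1.04.

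Microglia markers had a median of −0.71, with 5 of 9 lower (camera adjusted p = 0.595), and Laptm5 and Fcgr3 differed by −1.50 and −1.06. After median centring the list median was −0.17, while its distance from that of other genes stayed at −0.58. At equal hybridisation controls Laptm5 and Fcgr3 were at −0.87 and −0.43. Without Low Exploration replicate 2, 3 or 4 the median of the microglia list was −0.19, −0.14 and −0.22. Leaving out any other array gave medians from −0.86 to −0.42. Endothelial and pericyte markers had 4 of 10 higher (camera adjusted p = 0.997), and Pdgfrb at 1.27 and Kdr at −1.39 passed when adjusted over the list alone. The markers of tissue next to the hippocampus gave no list that passed. For choroid plexus and ependyma the camera adjusted p was 0.897, for meninges 0.927, for thalamus 0.927 and for striatum 0.922. Mean and median had opposite signs for choroid plexus (−0.00931 and 0.17), meninges (0.02 and −0.10) and thalamus (0.06 and −0.08). Leaving out single arrays also turned these medians. The choroid plexus median ranged from −0.59 (without High Exploration replicate 4) to 0.48 (without replicate 5). The meninges median ranged from −0.18 (without Low Exploration replicate 4) to 0.25 (without High Exploration replicate 5). The thalamus median ranged from −0.45 (without High Exploration replicate 4) to 0.06 (without Low Exploration replicate 1). Ttr, the main transcript of the choroid plexus, differed by 0.57 (log2, SE 0.34, limma adjusted p = 0.264) on its brightest probe set and by 1.35 and 1.16 on its others (limma adjusted p = 0.0916 and 0.0951). Of the same list, Ccdc153 differed by 1.20 and Clic6 by −1.19. Ptgds and Col1a1 of the meninges differed by 1.55 and −0.96, Slc17a6 and Prkcd of the thalamus by 0.95 and −0.72, and Tac1 and Drd1 of the striatum by 0.73 and −0.94. Without single arrays Slc17a6 ranged from 0.63 to 1.30 and Tac1 from 0.48 to 1.02. At equal hybridisation controls Col1a1, Prkcd and Drd1 were at −0.33, −0.097 and −0.32, while Ptgds, Slc17a6 and Tac1 were at 2.17, 1.58 and 1.36.

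Receptor and synapse genes did not pass as lists either. GABA-A and serotonin receptor genes were higher in 8 of 16 cases (camera adjusted p = 0.587), with the GABA-A subunits Gabra2 and Gabra5 at 1.46 (log2, SE 0.46; −0.45 and −0.042 on the other Gabra2 probe sets) and 1.14 (SE 0.42), and the serotonin receptor Htr1a at −0.65 (SE 0.38, limma adjusted p = 0.254). Glutamate receptor genes were higher in 6 of 17 cases (camera adjusted p = 0.897), with the AMPA receptor subunits Gria2 and Gria3 at 1.05 and 1.02 and Gria1, chosen after its values were seen, at −1.25. Synaptic vesicle and postsynaptic density genes were split, 12 of 24 higher (camera adjusted p = 0.587), with Vamp2 at 1.21 and Nrxn3 at 1.26. Chromatin and DNA methylation regulators were higher in 16 of 28 cases (camera adjusted p = 0.587). Hdac4, a histone deacetylase, differed by −2.07 (SE 0.66) and Crebbp, a histone acetyltransferase, by 1.27 (SE 0.42). The DNA methyltransferases Dnmt1 and Dnmt3a differed by 1.15 (SE 0.65, limma adjusted p = 0.241) and −0.57 (SE 0.53, limma adjusted p = 0.469), and Dnmt3a was at −0.057 without High Exploration replicate 2. At equal hybridisation controls Fkbp5, Crhr1 and Dnmt3a were at 0.22, 0.024 and 0.06. Htr1a was at −0.022 there, at −0.10 after quantile normalisation and at −0.11 after median centring. Other probe sets were tested for 35 of the 74 named genes, and in 15 of these all went the same way. Besides the genes with such values given above, at least 1 went the other way for Reln, Gja1, Tac1, Gria2, Gria3, Nrxn3, Dnmt1 and Dnmt3a.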

Values the study reported

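The study described hippocampal expression by 3 log-normal distributions. Taking the low family of genes as reference, it put the high family at more than 1.5-fold higher, on average, in mice that were handled after birth or were of high activity. The study gave the power-law exponent r as between 1.7 and 2.
It described the separation of the low, middle and high families as differing for each pair of families wherever variance differed.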

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

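The tests of array brightness, of sample RNA per poly-A control, of RNA degradation (including the need for a relation within the groups, without which its verdict would have been more favourable) and of a noise floor, the covariate models, and the random lists matched on mean signal, were chosen only after the result was seen.

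Control probe sets differed between the groups in signals outside the expression analysis. High Exploration minus Low Exploration was −0.628 for the hybridisation controls, −1.63 for the poly-A controls and −0.750 for probe sets of the B1 and B2 repeats (log2, exact permutation p = 0.0159, 0.00794 and 0.00794). For the 18S rRNA controls it was −1.59 and did not pass (exact permutation p = 0.0952). Within groups the 18S level ran against the variance, with r = −0.517 (exact permutation p = 0.0902, adjusted p = 0.113). Its rho was −0.685 (exact permutation p = 0.0247), and r was −0.746 without the 2 farthest arrays (exact permutation p = 0.0104).

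For the higher variance in High Exploration mice, noise among dim probe sets is argued against, because the difference over probe sets above the median was 0.898 of that over all. The poly-A controls read lower against the hybridisation controls in High Exploration mice, and within groups that ratio ran against the variance (r = −0.522, exact permutation p = 0.0879, rho = −0.612, p = 0.0718, adjusted p = 0.113, and r = −0.607 with p = 0.164 without the 2 farthest arrays), a relation that did not pass, so a difference in the amount of sample RNA that entered the labelling stays open as a candidate explanation. At equal hybridisation controls the groups differed at the 10th percentile by 0.00676 of their difference at the 98th, which is consistent with a shared background above which abundant transcripts stood higher on High Exploration arrays. Array brightness stays open, since the difference adjusted for the hybridisation controls was 0.513 of the unadjusted one, and so does RNA degradation, with the 3' to 5' ratio 0.667 higher in High Exploration but a within-group r of 0.142 (exact permutation p = 0.705), both because they follow the groups. A biological difference between the behavioural groups remains among the open explanations, as does the amount of sample RNA, and cannot be told apart from array brightness or RNA degradation in these 10 arrays.

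For the probe sets that differed, 2 of 100 splits of the arrays gave as many as the real one, itself included, so chance can be excluded at the 0.05 level for the real count of 3. The highest other count was 185, from the split that exchanged Low Exploration replicate 1 with High Exploration replicate 4. A count that much higher may point to a structure among the samples, which was not tested further, although at an unadjusted p under 0.05 that split had 4781 probe sets and the real groups 6799, the most of the 100 splits. A global difference in spread was argued against for these 3 probe sets, since 66.7% of them were still past the threshold after quantile normalisation.

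For the gene lists, chance cannot be excluded. Of 100 splits 68 gave at least the 1 list of the real groups, and the highest other split gave 4. The level of the oxidative phosphorylation genes alone is argued against, because their median exceeded all random lists matched on mean signal (percentile 100, random median 0.32). Such random lists ignore that these genes vary together, with an estimated correlation of 0.394.

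Arrays that stood apart from the other 4 of their group were found for 6 of 166 groups of values, and chance gives about 1 in 20. The gap to the nearest array, as a share of the range, was 0.870 for Mt2, 0.796 for Ndufa4 and 0.720 for Atp5j, all in Low Exploration replicate 1, where the 3 genes had log2 signals of 12.36, 15.55 and 14.06 against at most 10.37, 12.16 and 11.95 on the others. Prl7a1 was low in High Exploration replicate 4 (share 0.755), Crhr1 in replicate 2 (0.726) and Neurod6 in replicate 3 (0.712).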

How the results depend on the processing

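The covariate models, the scaling to equal controls and the random lists were added after the data were seen. The variance kept its direction and significance under all 8 other ways of calculating it that were fixed in advance and without any array (0.483 to 0.602). Its difference was 0.0398 with the poly-A level as a covariate (SE 0.0902, permutation p = 0.648), where the call ended because the difference itself shrank at a similar SE, 0.275 ± 0.0894 (SE, permutation p = 0.00794) with the hybridisation level, and 0.292 when the 1 array per group within the shared control range was kept, which allows no test. The control levels carry the scaling of each array, so these covariate values cannot decide the cause. The class shift (0.297 to 0.401), the power-law slope (−0.176 to −0.145) and the high-middle distance (0.274 to 0.374) kept direction and significance without any array. They also did so under the other settings tried for each. Among these the class shift was 0.183 with the hybridisation covariate (permutation p = 0.0449) and 0.651 between the top and bottom deciles. The slope and the high-middle distance were not adjusted for a control level, nor the class shift for the poly-A level. Whether they would keep their difference in such models was not tested. Without single arrays the high-low distance ranged from 0.241 to 0.362 and the 3' to 5' ratio from 0.531 to 0.835, and each passed in 4 of 10 cases. With 3 curves 0.0650% was left unfitted with 25 bins and 0.199% with 100. The control slope passed with all bacterial and phage controls (0.0771, the cause was not tested).

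The count of probe sets was 906 with median centring, 5 with cyclic loess, 32 without a filter, 713 in the uppermost 11259 probe sets, 366 with a pseudocount, 2186 with array weights, 0 with the hybridisation covariate and 0 at equal controls. It was 0 to 1217 without single arrays. At an unadjusted p under 0.05 the covariate left 1832 and equal controls 6162, of which 86.8% were higher in High Exploration against 32.0% as deposited and 80.0% with median centring. The number of lists was 0 with an estimated correlation, 0 with quantiles, 2 with median centring, 2 with probe sets averaged, 6 without a filter, 0 with the covariate, and 1 to 2 without single arrays. Clta missed the threshold without Low Exploration replicate 3 or 5 (limma adjusted p = 0.0545 and 0.0665), while its difference stayed at −3.06 to −2.98. Of 952 values for 74 named genes under the settings fixed in advance 949 kept their sign, and 39 genes passed in at least 1 of them without passing as deposited. Fkbp5 turned to 0.10 with quantiles and 0.13 with median centring, and Gfap to −0.042 with quantiles. At equal controls Fkbp5, Crhr1 and Dnmt3a turned to 0.22, 0.024 and 0.06. The distance of the oxidative phosphorylation median from that of other genes, 0.91 as deposited, turned to −0.0615 with the covariate. The cause of these changes was not tested. No paired analysis was possible because the replicate numbers of the groups only name the arrays. Signals near background limit what can be read from the lower deciles.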

Other observations

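The random lists matched on mean signal were chosen after the data were seen. Read against them, the immediate early genes stood high, although camera did not call them. Their median log2 difference of 0.73 lay at percentile 99.9 of 10000 such lists, which had a median of −0.14. Of the 16 members, 1 was higher and 1 lower at an unadjusted p under 0.05. GABAergic interneuron markers lay at percentile 95.7 and ribosomal protein genes at 58.6. Microglia and neurogenesis markers lay at percentiles 2.33 and 2.59. Limma's fry, which asks whether the members of a list move 1 way on balance without comparing them with other genes, gave adjusted p-values of 0.00649 for myelin markers and 0.0206 for glucocorticoid and stress axis genes, and these 2 lists were the ones that passed it. On the mean of their members relative to all genes, all 5 High Exploration arrays were above all 5 Low Exploration arrays for both lists, as they were for dentate granule neuron markers, which did not pass fry. The poly-A control levels of the groups did not overlap either. Glucocorticoid and stress axis genes lay 0.59 from other genes by their median as deposited, and 0.12 with the hybridisation control level as a covariate. For myelin markers these values were 0.72 and 0.61. With probe sets averaged the glucocorticoid list had a median of −0.0037 and the myelin list 0.43.

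Mt1, chosen after its values were seen, differed by 1.73 (log2) beside Mt2. As deposited, all 6 tested probe sets of Sox11 were lower in High Exploration mice, by −0.36 to −2.07. The probe set that stood for Sox11 was at −0.70 after median centring and −0.61 at equal hybridisation controls. Of the 6 differences as deposited, those of −0.36 and −0.61 have no settled direction. They were smaller than or about the size of the −0.60 of Crhr1, which turned at equal controls.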
